# ATRX silences *Cartpt* expression in osteoblastic cells during skeletal development

**DOI:** 10.1172/JCI163587

**Published:** 2025-01-02

**Authors:** Yi-Ting Chen, Ming-Ming Jiang, Carolina Leynes, Mary Adeyeye, Camilla F. Majano, Barakat Ibrahim, Urszula Polak, George Hung, Zixue Jin, Denise G. Lanza, Lan Liao, Brian Dawson, Yuqing Chen-Evenson, Oscar E. Ruiz, Richard J. Gibbons, Jason D. Heaney, Yangjin Bae, Brendan Lee

**Keywords:** Bone biology, Bone development

## Abstract

ATP-dependent chromatin remodeling protein ATRX is an essential regulator involved in maintenance of DNA structure and chromatin state and regulation of gene expression during development. *ATRX* was originally identified as the monogenic cause of X-linked α-thalassemia mental retardation (ATR-X) syndrome. Affected individuals display a variety of developmental abnormalities and skeletal deformities. Studies from others investigated the role of ATRX in skeletal development by tissue-specific *Atrx* knockout. However, the impact of ATRX during early skeletal development has not been examined. Using preosteoblast-specific *Atrx* conditional knockout mice, we observed increased trabecular bone mass and decreased osteoclast number in bone. In vitro coculture of *Atrx* conditional knockout bone marrow stromal cells (BMSCs) with WT splenocytes showed impaired osteoclast differentiation. Additionally, *Atrx* deletion was associated with decreased receptor activator of nuclear factor κ-B ligand (*Rankl*)/ osteoprotegerin (*Opg*) expression ratio in BMSCs. Notably, *Atrx*-deficient osteolineage cells expressed high levels of the neuropeptide cocaine- and amphetamine-regulated transcript prepropeptide (*Cartpt*). Mechanistically, ATRX suppresses *Cartpt* transcription by binding to the promoter, which is otherwise poised for *Cartpt* expression by RUNX2 binding to the distal enhancer. Finally, *Cartpt* silencing in *Atrx* conditional knockout BMSCs rescued the molecular phenotype by increasing the *Rankl*/*Opg* expression ratio. Together, our data show a potent repressor function of ATRX in restricting *Cartpt* expression during skeletal development.

## Abstract 2

ATRX deficiency in early osteoblastic lineage increases bone mass due to loss of physiological transcriptional silencing of *Cartpt* resulting in decreased RANKL/OPG-mediated osteoclastogenesis.

## Introduction

ATRX protein is a chromatin remodeler involved in multiple cellular processes including maintenance of chromatin status and DNA structure and regulation of gene expression (1–3). Playing essential roles in diverse regulatory processes, *ATRX* mutations are linked to 2 major disease conditions: germline mutations are responsible for X-linked α-thalassemia mental retardation (ATR-X) syndrome, while somatic mutations are prevalent in a variety of cancers such as brain cancer, pancreatic cancer, soft tissue sarcoma, and osteosarcoma (4–7).

ATRX contains 2 highly conserved domains: ADD (ATRX-DNMT3- DNMT3L) and ATPase/helicase domains. The N-terminal ADD domain contains GATA-like zinc finger, supporting a function in DNA binding (8, 9). This domain targets ATRX to heterochromatin regions by recognizing histone marks H3K9me3/H3K4me0 (10, 11). In line with this feature, ATRX was identified to cooccupy with other chromatin factors at 3′ exons of zinc-finger genes to maintain genomic stability by preservation of H3K9me3 (12). The C-terminal ATPase/helicase domain, on the other hand, hydrolyzes ATP to remodel chromatin or to mediate chromatin accessibility (13). By interacting with death-domain associated protein (DAXX), a ATRX-DAXX histone chaperone complex deposits the histone variant H3.3 at telomeric/pericentromeric, repetitive DNA, and euchromatic regions (14–16). Although the precise function of the H3.3 deposition remains unclear, several studies have demonstrated that this histone incorporation could be one of the mechanisms for protecting cells from G-quadruplex–induced DNA replication stress and for maintaining genomic stability (1, 12).

As one of the SWItch/sucrose non-fermentable (SWI/SNF) family of chromatin remodelers, ATRX has been reported to regulate gene expression. ATRX negatively modulates histone variant microH2A deposition, which is associated with inactivated transcription, at the α-globin gene cluster (3). In addition, a study by Levy et al. showed that ATRX promoted activation of *Nlgn4* expression by incorporation of histone variant H3.3 at the gene body to facilitate transcription elongation through guanine-rich coding regions (2). In the absence of ATRX, the inability to transcribe the α-globin genes cluster and NLGN4 gene could contribute to reducing α-globin expression and deficits in neuronal function, which are primary features of ATR-X syndrome patients (2, 3). Together, these findings suggest a critical role of ATRX in regulation of gene expression.

ATR-X syndrome is a rare genetic disorder caused by mutations in the X-linked *ATRX* gene (17). Hemizygous male ATR-X syndrome patients display a variety of developmental abnormalities, including cognitive impairment, α-thalassemia, and skeletal deformities (18, 19). To investigate the role of ATRX in skeletal development, 3 mouse models of cell-type–specific *Atrx* deletion using *Col2a1-*, *Prx1-*, and *Col1a1-Cre* have been studied in the past, which specifically deleted *Atrx* at the cartilage, forelimb mesenchyme, and bone-forming osteoblasts, respectively (20–22). Although *Atrx* deletion in chondrocytes had minimal effects during skeletal development, loss of *Atrx* in forelimb mesenchyme and osteoblasts caused brachydactyly and minor dwarfism, respectively (20–22). These findings suggest that *Atrx* deficiency in osteoblastic lineage, instead of chondrocytes, may lead to abnormal bone remodeling. However, the biological roles of cell-type–specific loss of ATRX function in osteoblastic lineage on bone formation and resorption were not further studied in these models.

Cocaine and amphetamine-regulated transcript (CART) peptides are encoded by the highly conserved *CARTPT* gene (23). These 116 amino acids–long CART prepropeptides are cleaved and processed through the regulated secretory pathway in Golgi into 2 bioactive peptides, CART 42–89 and 49–89 (24), which are homologous to CART 55–102 and 62–102 in rats and mice (25). CART peptides have been found in the central and peripheral nervous systems (26, 27). Moreover, *CARTPT* is expressed in the endocrine cells in the pancreatic islets (28), gastrointestinal tract mucosa (29), and adrenal medulla (30). However, bone cells do not express *CARTPT* in the skeleton (31–33).

The promoter region of the *CARTPT* gene contains binding sites for transcription factors such as AP2, SP1, and CREB, which selectively regulate basal and stimulus-induced (e.g., cAMP-mediated signaling pathway) expression (23, 34). *CARTPT* exhibits variable levels of expression in different tissues. Specifically, *CARTPT* is highly expressed in the arcuate nucleus of the hypothalamus. Lineage-specific transcription factors that bind enhancers are likely to contribute to the tissue-specific expression of *CARTPT*. However, the molecular mechanisms that restrict *CARTPT* expression and its silencing in tissues such as bone remain unknown.

Studies have implicated that CART peptides are involved in several physiological functions, including the regulation of reward/addiction (35, 36), food intake (37, 38), stress response (39), and anxiety/depression (40–42). Moreover, CART peptides have been reported to regulate bone remodeling (31, 43, 44). Elefteriou et al. showed that *Cartpt-*deficient mice (*Cartpt^–/–^*) with normal appetite and energy expenditure presented with osteoporosis due to increased bone resorption caused by upregulated *Rankl* expression in osteoblasts (31). Singh et al. further demonstrated that peripheral overexpression of *Cartpt* driven by *Col1a1-Cre* (herein *Col1a1-Cartpt*) could decrease osteoclastogenesis and rescue the low bone mass phenotype in *Cartpt^–/–^* mice (43). Together, these findings support a regulatory role of CART peptides in bone resorption.

Using preosteoblast-specific *Atrx* conditional knockout mice (*Osterix-Cre; Atrx^fl/y^*) with *Cre* expression postnatally, we observed increased trabecular bone mass and decreased osteoclast numbers when compared with *Atrx^fl/y^* control mice. In addition, we detected strong induction of *Cartpt* in the osteoblastic lineage cells. Given the regulatory role of CART peptides in bone resorption, we hypothesized that selective *Atrx* deletion in preosteoblasts might impair osteoclast differentiation by activating *Cartpt* expression. In this study, we investigated the biological role of ATRX in skeletal development at postnatal stages and uncovered an unexpected role for ATRX in the transcriptional silencing of *Cartpt* expression in osteoblastic lineage cells.

## Results

### Mice with specific Atrx deletion in preosteoblasts show decreased Atrx expression in bone, but display normal body weight and skeletal patterning.

To determine the functions of ATRX in skeletal development, we utilized *Osterix-Cre*, a preosteoblast-specific Cre recombinase, to generate conditional *Atrx*-knockout mice (*Osterix-Cre; Atrx^fl/y^* and *Osterix-Cre; Atrx^fl/fl^*, herein Atrx-cKO) at postnatal stages. Cre recombinase expression was prevented with doxycycline treatment in this Tet-off regulated recombinase line during embryonic development and preweaning. To examine the efficiency of *Atrx* deletion, we collected tibias from mice at 8 weeks of age, extracted RNA from the bones, and performed reverse transcription-PCR (RT-PCR). Atrx cKO tibias showed a reduction in *Atrx* expression when compared with *Atrx* floxed mice (*Atrx^fl/y^* and *Atrx^fl/fl^*, herein control) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI163587DS1). Since the RNA was extracted from bulk bone tissues, the residual *Atrx* expression was attributed to the cells or tissues other than osteoblastic lineage cells. Additionally, we also observed a faint band with a smaller transcript size (254 bp) resulting from the recombination of *Atrx* exon 18 in Atrx-cKO (Supplemental Figure 1A). The observation of this smaller transcript was consistent with previous studies using this *Atrx* floxed mouse model (20, 22). Despite *Atrx* deletion, Atrx-cKO mice were born at the expected Mendelian ratios (45 control mice versus 47 Atrx-cKO mice, out of 23 litters). The observed ratios suggest no effect on fitness. Additionally, the growth curves of Atrx-cKO mice were comparable to those of control mice (Supplemental Figure 1B). Finally, radiograph showed normal skeletal patterning in both control and Atrx-cKO mice (Supplemental Figure 1C).

### Atrx deletion in preosteoblasts causes increased trabecular bone mass.

To quantitatively evaluate bone architecture, we performed micro-CT analysis on 8-week-old control and Atrx-cKO male mice (Figure 1A). In Atrx-cKO, both femurs (Figure 1, A and B) and vertebrae (Figure 1, A and C) exhibited increased trabecular bone volume fraction (BV/TV) and trabecular number (Tb.N) and decreased trabecular spacing (Tb.Sp) (Figure 1B) when compared with control mice. In contrast, trabecular thickness (Tb.Th) in the long bones was not statistically different from control (Figure 1B). At the center of the femur midshaft, Atrx-cKO male mice showed no significant differences in cortical parameters including cortical thickness (Ct.Th), anterior-posterior diameter (diameter a.p.), and cross-sectional bone/marrow area (Supplemental Figure 2). These findings suggest that the effect of *Atrx* deletion in preosteoblasts is more robust in trabecular bone. Notably, Atrx-cKO male mice at 1.5 years of age also showed significantly increased Tb.N and decreased Tb.Sp as well as a trend for increased BV/TV (Supplemental Figure 3). In Atrx-cKO female mice, femurs exhibited increased trabecular bone mass while vertebrae showed an increased trend (Supplemental Figure 4). Cortical bone measurements of female mice did not show a difference between control and Atrx-cKO (Supplemental Figure 5), which is consistent with the male mice.

To exclude an effect from the expression of *Osterix-Cre* (45), we analyzed the skeletal phenotypes in *Osterix-Cre; Atrx^+/+^* (herein Osx) mice compared with *Atrx* floxed control. We did not see statistical differences in BV/TV, Tb.N, Tb.Th, Tb.Sp, and Ct.Th between Osx and control mice (Supplemental Figure 6). We also analyzed the expression of osteoblast markers (*Runx2*, *Col1a1*, and *Ocn*) in tibias and did not observe significant differences between Osx and control mice (Supplemental Figure 7, A–C). These results suggest that the Atrx-cKO bone phenotype was specific for *Atrx* deletion and not transgenic *Osterix-Cre* expression.

To investigate the cellular mechanism of increased trabecular bone in Atrx-cKO mice, we performed bone histomorphometric analysis using femurs. Atrx-cKO mice showed reductions in osteoclast number (N.Oc/mm) and osteoclast surface per bone surface (Oc.S/BS), but no change in osteoblast number per bone surface (N.Ob/mm) compared with control mice (Figure 1D). Dynamic histomorphometry analysis using double labeling showed comparable mineralizing surface per bone surface (MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR) in both Atrx-cKO and control mice (Figure 1E). Together, these data suggest that decreased osteoclast numbers primarily contribute to the *Atrx* deletion–mediated increased trabecular bone mass.

### Atrx deletion in preosteoblasts decreases osteoclast differentiation that is associated with reduced Rankl/Opg expression ratio in BMSCs.

Based on the results of the micro-CT and bone histomorphometry analyses, we hypothesized that the decreased osteoclast number observed in Atrx-cKO mice was due to decreased osteoclast differentiation. To test this hypothesis, we performed in vitro osteoclast differentiation assay by coculturing bone marrow stromal cells (BMSCs) isolated from 8-week-old control and Atrx-cKO male mice with Atrx WT splenocytes (Figure 2A). Atrx-cKO BMSCs were associated with a significant reduction in tartrate-resistant acid phosphatase–positive (TRAP-positive) area and TRAP-positive multinucleated cells per well (Figure 2, B and C), suggesting that *Atrx* deletion in BMSCs directly impairs osteoclast differentiation in the coculture assays. OPG and RANKL secreted by osteoblastic lineage cells have been known to regulate osteoclast differentiation (46). In the BMSCs isolated from Atrx-cKO mice, *Opg* expression was significantly increased, while *Rankl* was trending to decrease compared with the control (Figure 2, D and E). Together, this led to a reduced *Rankl/Opg* expression ratio in Atrx-cKO BMSCs (Figure 2F), suggesting an alteration in this primary biochemical determinant of bone resorption. Collectively, Atrx-cKO decreased osteoclast differentiation that was associated with reduced *Rankl/Opg* expression ratio.

### RNA-Seq analysis reveals Cartpt upregulation in Atrx-cKO mice.

To understand the underlying mechanisms that impaired osteoclast differentiation, we performed RNA-Seq on the tibias harvested from control and Atrx-cKO mice at 8 weeks of age. 

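Tibias of 3 Atrx-cKO and 3 control male mice, all 8 weeks old, each gave 1 library of polyadenylated RNA, and the authors deposited the number of reads counted on each gene, without normalization. Control mice carried the floxed *Atrx* allele without *Osterix-Cre*, so the transgene was present in the 3 Atrx-cKO mice and in none of the controls. Reads counted on genes ranged from 55178546 to 58029939 per Atrx-cKO library, with a median of 56970091, and from 50977777 to 70571655 per control library, with a median of 54395736. These are 42.8% to 43.8% of the counts in each file. Another 51.6% to 52.4% were tallied as on no feature, 3.69% to 4.56% had no unique alignment and 0.644% to 0.701% were ambiguous between genes, and these were kept out of the library sizes. Reads tallied as on no feature need not lie outside genes, since counting by strand puts reads on the opposite strand of a gene there, and genes inside another gene's exons on the opposite strand had a median read density of 0.952 of the host's (quartiles 0.199 and 1.33 over 43 pairs). At this depth a gene with 0 counts is limited to between 0.0425 and 0.0588 CPM (counts scaled to library size) in the controls, an allowance of 3 counts that covers counting error only. Gene identifiers were matched to GENCODE M21 on GRCm38, which held 55141 of the 55401 identifiers. Counts were normalized for library size by the TMM method and compared between genotypes with edgeR's quasi-likelihood test over the 20636 genes kept by its expression filter. Libraries of the same genotype differed by more than sampling noise, with a chi-square per degree of freedom from 17.1 to 152, and were treated as separate replicates. *Atrx* (ENSMUSG00000031229, chromosome X from 105797615 to 105929403) had 163 ± 9.54 CPM (SD, n = 3) in Atrx-cKO and 169 ± 4.98 (SD, n = 3) in control tibias, a log2 fold change of -0.047 (standard error 0.080, adjusted p = 0.992 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count covers the whole gene in the whole tibia and does not separate the floxed part of the transcript or the *Osterix*-expressing cells, so it gives no check of the genotypes.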

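Of the 20636 genes tested, 3 passed an adjusted p of 0.05 with a log2 fold change of at least 1 in either direction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 3 were higher in Atrx-cKO tibias. They were *Lyrm4*, *Tcfl5* and *Cartpt*. *Lyrm4* (ENSMUSG00000046573, chromosome 13 from 35978395 to 36117526 of GRCm38) rose from 4.90 ± 0.347 CPM (SD, n = 3) in control to 17.4 ± 0.731 (SD, n = 3) in Atrx-cKO, a log2 fold change of 1.83 (standard error 0.11, adjusted p = 0.00771). *Tcfl5* (ENSMUSG00000038932, chromosome 2 from 180621956 to 180642708) rose from 0.479 ± 0.258 CPM (SD, n = 3) to 7.26 ± 0.808 (SD, n = 3), a log2 fold change of 3.94 (standard error 0.35, adjusted p = 0.0387). *Lyrm4* and *Tcfl5* each overlap a neighboring gene at one end. No gene passed as lower. At an unadjusted p under 0.05, 328 genes were higher and 423 lower, 751 in all, where chance alone gives 1032. The counts changed with the test. A Wald test with DESeq2, which estimates the spread of each gene differently, called 10 genes higher and 13 lower at the same thresholds, and all 23 are genes of Figure 3B. In each of the 23 the 3 Atrx-cKO libraries lay entirely above or entirely below the 3 controls. Such separation was found in 1714 of the tested genes, 8.31%, and 10% is the share that chance gives for 3 against 3. Adjusted over the list alone, 23 of the 23 genes passed in edgeR, but the list was chosen on these libraries and this is not independent evidence. They also changed with the libraries included. EdgeR called 0 genes without Atrx-cKO replicate 1, without Atrx-cKO replicate 2 and without control replicate 2. In fits that each left out 1 library, DESeq2 called from 14 genes (without control replicate 2) to 73 (without control replicate 1), of which 9 and 22 are in Figure 3B. The largest move of any setting was in the DESeq2 fit without control replicate 1, where 516 genes had an adjusted p under 0.05 against 37 over all 6 libraries.

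**Figure D1:**
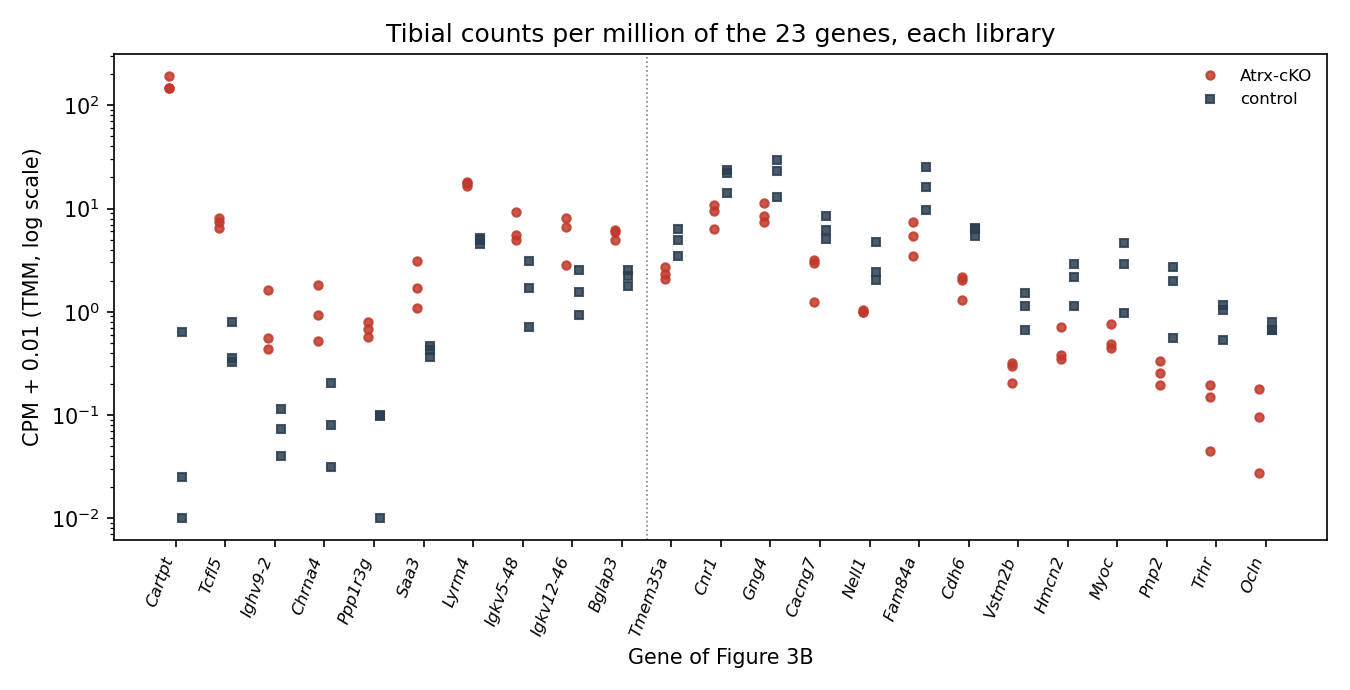
CPM (TMM-normalized, with 0.01 added, log axis) of the 23 genes of Figure 3B, with each of the 3 Atrx-cKO libraries as a circle and each of the 3 control libraries as a square. The dotted line divides the 10 genes that were higher in Atrx-cKO from the 13 that were lower, and in every gene the groups do not overlap.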

By conducting analysis of differentially expressed genes (DEG), we identified 10 upregulated and 13 downregulated genes with the thresholds of log_2_-fold change = 1 and *P_adjust_* value < 0.05 (Figure 3, A and B). Among 23 DEGs, we found a high level of *Cartpt* expression in Atrx-cKO, with an average log_2_-fold change = 9.6. 

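*Cartpt* (ENSMUSG00000021647) lies on the minus strand of chromosome 13 from 99898489 to 99901091 of GRCm38. It had 11232, 8368 and 8763 counts in Atrx-cKO replicates 1, 2 and 3, or 162 ± 25.7 CPM (SD, n = 3), which placed it 706th, 1035th and 1001st among the genes of those libraries. The control mean was 0.215 ± 0.360 CPM (SD, n = 3). The log2 fold change was 9.75 (standard error 0.75, adjusted p = 0.0191 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 9.58 (standard error 1.77, adjusted p = 0.000167) in the DESeq2 fit. The edgeR standard error is derived from the test's F statistic and may understate the uncertainty of a change against so few control counts. Every Atrx-cKO library exceeded every control library, and the lowest Atrx-cKO value was 233 times the highest control value. The fold change depends on control replicate 3, which held most of the *Cartpt* counts of the control group. Without it both remaining controls are under the floor of 3 counts, and *Cartpt* was at least 3329-fold higher in Atrx-cKO, a log2 bound of 11.70. In edgeR fits that each left out 1 library, the log2 fold change of *Cartpt* was 9.10 or more. The edgeR adjusted p rose to between 0.0709 and 0.150 without any one of the Atrx-cKO libraries or without control replicate 2. In the DESeq2 fits that each left out 1 library, added after the data were seen, it was at most 0.0353. Among the 10 tested genes on either side, the next gene, *Mccc2* (chromosome 13 from 99948530 to 100015639), rose from 8.92 ± 0.355 CPM (SD, n = 3) to 16.0 ± 1.19 (SD, n = 3), a log2 fold change of 0.84 (standard error 0.11) with an adjusted p of 0.236 in edgeR and 1.93e-06 in DESeq2. The log2 fold changes of the other 19 lay between -0.61 and 0.45, each with an adjusted p of at least 0.992 in edgeR. The last of these genes, *Gtf2h2*, ends at 100492579, and *Ocln*, a gene lower in Atrx-cKO in Figure 3B, starts past it at 100496507. *Ocln* had 37, 44 and 37 counts in the controls and 5, 1 and 10 in Atrx-cKO. Its adjusted p was 0.992 in edgeR and 0.0143 in DESeq2. The libraries hold no mouse with *Osterix-Cre* and intact *Atrx*. The paper states a high level of *Cartpt* expression in Atrx-cKO and follows it with RT-qPCR.

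**Figure D2:**
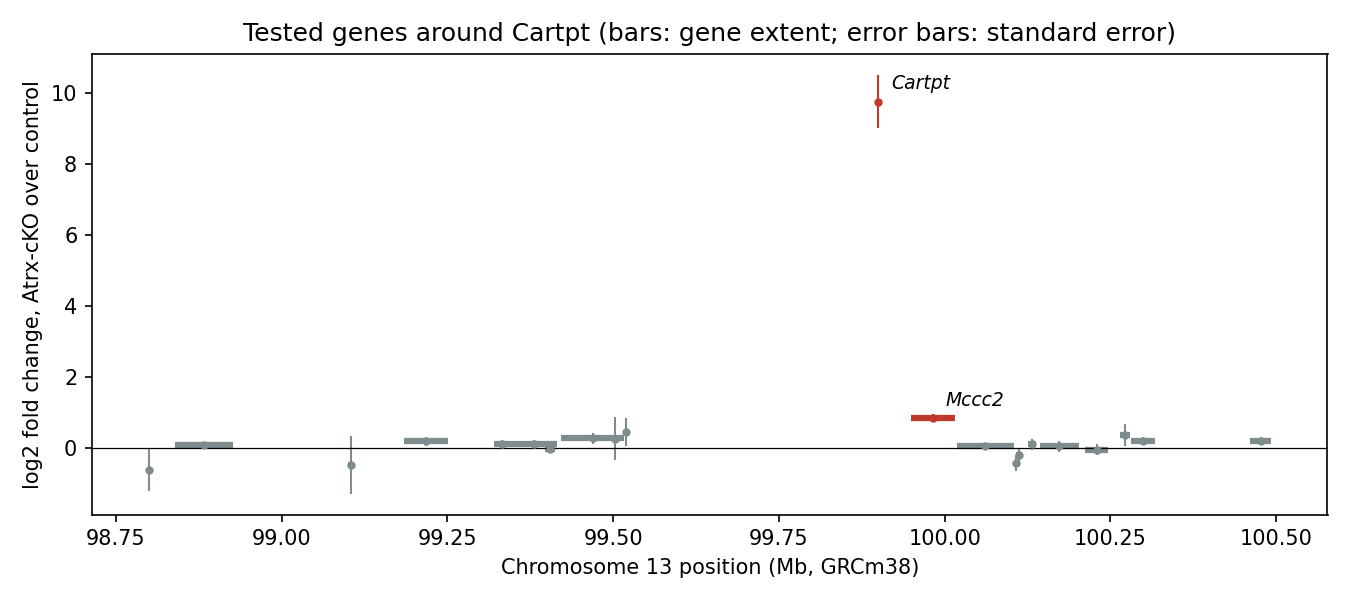
Log2 fold change (Atrx-cKO over control) of *Cartpt* and the 10 tested genes on either side, against position on chromosome 13 in Mb (GRCm38). Horizontal bars span each gene and vertical bars are standard errors derived from edgeR's test, with *Cartpt* at 9.75 and *Mccc2* at 0.84. *Ocln*, which was lower in Atrx-cKO, lies past the last gene shown.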

To validate the upregulation of *Cartpt* in Atrx-cKO, we performed quantitative reverse transcription–PCR (RT-qPCR) experiments on tibias from 7 control and 7 Atrx-cKO mice (Figure 3C). In the control group, *Cartpt* was not detectable in tibias from 3 out of 7 mice. In contrast, in the Atrx-cKO group, all samples showed more than 1,000-fold of *Cartpt* expression when compared with the control group. 

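The 10 genes higher in Atrx-cKO in Figure 3B were *Cartpt*, *Tcfl5*, *Ighv9-2*, *Chrna4*, *Ppp1r3g*, *Saa3*, *Lyrm4*, *Igkv5-48*, *Igkv12-46* and *Bglap3*, with log2 fold changes from 1.39 for *Bglap3* upward. The adjusted p in edgeR's quasi-likelihood test was 0.265 for *Bglap3* and 0.992 for *Ighv9-2*, *Chrna4*, *Ppp1r3g*, *Saa3*, *Igkv5-48* and *Igkv12-46*. Several of the 10 were weakly expressed. *Chrna4* had 1.07 ± 0.658 CPM (SD, n = 3) in Atrx-cKO and 0.0954 ± 0.0898 (SD, n = 3) in control, and *Ppp1r3g*, whose 3' end faces that of *Lyrm4* 1 tested gene away, had 0.669 ± 0.110 (SD, n = 3) and 0.0592 ± 0.0513 (SD, n = 3). *Saa3* had 1.95 ± 1.02 (SD, n = 3) and 0.407 ± 0.0512 (SD, n = 3). Of the 10, 3 are immunoglobulin variable segments, a family whose levels differed widely between mice of one genotype. Reads shared by near-identical members may be lost, since reads without a unique alignment were not counted on genes. *Bglap3* had 5.66 ± 0.665 CPM (SD, n = 3) in Atrx-cKO and 2.16 ± 0.384 (SD, n = 3) in control. It has close copies in *Bglap* and *Bglap2*, so its reads may be lost in the same way, which was not tested. Membership in the gene ontology term was not analysed here.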

Gene ontology (GO) analysis of the upregulated gene sets in the Atrx cKO group further revealed significant enrichment in negative regulation of bone resorption (GO 0045779) (Supplemental Figure 8A). This result was consistent with the decreased Oc.S/BS phenotype in Atrx-cKO mice and the decreased *Rankl/Opg* expression ratio (Figure 1D and Figure 2F).

On the other hand, the analyses of the downregulated gene sets showed significant enrichment in negative regulation of osteoblast differentiation (GO 0033689) (Supplemental Figure 8B). 

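The 13 genes lower in Atrx-cKO in Figure 3B were *Tmem35a*, *Cnr1*, *Gng4*, *Cacng7*, *Nell1*, *Fam84a*, *Cdh6*, *Vstm2b*, *Hmcn2*, *Myoc*, *Pnp2*, *Trhr* and *Ocln*, with log2 fold changes of -1.05 for *Tmem35a* and further below 0 for the others. None passed in edgeR's quasi-likelihood test, where the lowest adjusted p was 0.236 for *Cdh6* and the unadjusted p values reached 0.00481. The DESeq2 adjusted p values ran from 3.30e-09 for *Cdh6* to 0.0442 for *Tmem35a*. *Cdh6* (chromosome 15 from 13028701 to 13173675) fell from 6.06 ± 0.546 CPM (SD, n = 3) to 1.82 ± 0.469 (SD, n = 3), a log2 fold change of -1.74 (standard error 0.23). The control libraries differed among themselves for several of the others, as for *Pnp2*, with 31, 182 and 94 counts in control replicates 1, 2 and 3. In DESeq2 fits that each left out 1 library, from 2 of the 13 (without control replicate 2) to 12 (without control replicate 1) passed. *Ocln* lies on chromosome 13 from 100496507 to 100552718 and had 37, 44 and 37 counts in the controls and 5, 1 and 10 in Atrx-cKO.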

We further measured the levels of *Runx2*, *Col1a1*, and *Ocn* expression in tibias and discovered increasing trends in all 3 genes in Atrx-cKO when compared with control mice (Supplemental Figure 9, A–C). However, osteoblast differentiation assays showed no difference in mineralization between control and the Atrx-cKO group (Supplemental Figure 9, D and E).

### Cartpt is highly expressed in the osteoblastic lineage cells of Atrx-cKO mice.

As a neuropeptide, *CARTPT* is primarily expressed in hypothalamus (26). However, from previous studies and the Human Protein Atlas (www.proteinatlas.org) as well as our transcriptomic studies (Figure 3C), normal bone tissues do not express *CARTPT* (31–33). 

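In the control tibias that were sequenced, *Cartpt* had 0, 1 and 30 counts in replicates 1, 2 and 3. Scaled to the counts on genes these are 0, 0.0142 and 0.588 CPM. The 95% Wilson intervals reach 0.0706 CPM in replicate 1, run from 0.00250 to 0.0803 in replicate 2 and from 0.412 to 0.840 in replicate 3, and cover counting error only. *Cartpt* was therefore not detectable above the floor of 3 counts in 2 of the 3 controls and was detected in the third. In control replicate 3 its count was higher than that of 38.0% of the genes with at least 1 count. Of all genes, 4 had at least 30 counts in control replicate 3 and at most 3 in each of the other controls.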

To examine the CART peptide levels in bone tissues, we performed CART peptides IHC staining on the femurs collected from both control and Atrx-cKO mice. Consistent with the observations in the RNA-Seq and RT-qPCR analyses shown in Figure 3, IHC staining revealed a strong staining of CART peptides in Atrx-cKO mice, whereas the signal was undetectable in control mice (Figure 4A). Notably, the CART peptide staining patterns were distributed in the ossification zone at trabeculae. Examining the images at higher magnification revealed high levels of CART peptides in lining cuboid, osteoblastic lineage cells residing on the surface of the bone (Figure 4A). To verify the CART peptide–expressing cell population, we examined the expression of GFP-Cre and CART peptides by immunofluorescence (IF) staining. The GFP-Cre fusion protein is under the control of the regulatory promoter of *Osterix* (47). Thus, the expression of the *GFP:Cre* transgene is restricted to the *Osterix*-expressing osteoblastic lineage and can be detected by anti-GFP staining. A large number of GFP-positive cells in Atrx-cKO mice were present at prehypertrophic/hypertrophic zones within the growth plate and ossification centers (Figure 4B), whereas no GFP signal was detectable in control mice (Figure 4B). The observations were consistent with the previous reports of endogenous *Osterix* expression in osteoblastic lineage cells (48). The signal of CART peptides colocalized with the GFP expression in the hypertrophic zones and bone trabeculae and overlapped *Osterix-Cre*–expressing cells (Figure 4B), supporting a cell-autonomous production of CART peptides. Notably, the CART peptide signal was prominently observed in the cell membrane of GFP-positive osteoblast-lineage cells (Figure 4B). Together, these results support the osteoblast-lineage cell origins of these CART peptide–expressing cells, suggesting a cell-specific effect of ATRX on *Cartpt* expression.

However, previous studies reported that local *Cartpt* overexpression in bone could lead to its secretion and systemic circulation (43). To compare the levels of circulating CART peptides, we performed ELISA to measure serum CART peptides in control and Atrx-cKO mice. The results of ELISA showed significantly increased serum CART peptides in Atrx-cKO mice at 8 weeks of age (Figure 4C). We also observed higher levels of serum CART peptides in Atrx-cKO when compared with control mice at 1.5 years of age (Supplemental Figure 10). These results suggest that *Atrx* loss–mediated *Cartpt* induction in osteoblasts contributes to the increase of CART peptides in circulation and this effect was sustained.

Since we detected increased circulating CART peptides in Atrx-cKO mice, we asked whether the increased CART peptides in blood might circulate to the brain and act in a regulatory loop to modulate *Cartpt* expression in the hypothalamus. RT-qPCR experiments showed that there were no changes in the *Cartpt* expression in the hypothalamus between control and Atrx-cKO mice (Figure 4D). CART peptide IHC staining at the hypothalamus further supported similar levels of CART peptides in both control and Atrx-cKO mice (Figure 4E).

### ATRX and RUNX2 bind to the regulatory regions of Cartpt.

Since *Cartpt* is physiologically silenced in bone tissues, we asked how *Atrx* deletion in preosteoblasts was sufficient to induce high *Cartpt* expression in osteoblast-lineage cells. Previous studies showed that ATRX could act as a transcription regulator by recruiting transcriptional coactivators/repressors and by modulating local chromatin structures (2, 3, 12, 49). Therefore, we hypothesized that ATRX binding to *Cartpt* regulatory elements could directly suppress *Cartpt* expression. To determine whether ATRX interacts with potential gene regulatory elements near *Cartpt*, we examined the ATRX occupancy within ±5 kbp of the transcription starting site (TSS) of *Cartpt* by analyzing the published dataset of ATRX chromatin immunoprecipitation sequencing (ChIP-seq) (NCBI’s Gene Expression Omnibus [GEO] database GSE100462) (50). Interestingly, we discovered an ATRX-binding peak near the TSS of *Cartpt* (Figure 5A). Furthermore, the dataset from the Encyclopedia of DNA Element (ENCODE) Data Analysis Center characterized this ATRX-binding site as a promoter-like region (EM10E0570099) (51). The analysis of the published H3K9me3 ChIP-Seq datasets (GEO GSE54782) (52) in IDGSW3 cells (mouse osteoblast cell line) showed enrichment in the *Cartpt* promoter region, indicating less active and condensed chromatin (Figure 5A). Both ATRX and H3K9me3 ChIP-Seq analyses suggest that ATRX could act as a transcription regulator by binding to the *Cartpt* promoter and repressing the transcription of *Cartpt*.

Given the in vitro observations suggest a cell-autonomous effect of ATRX as a suppressor on *Cartpt* expression (Figure 4B), we probed for potential transcriptional activators, such as RUNX2, that may mediate *Cartpt* induction in osteoblastic lineage cells. By analyzing publicly available RUNX2 ChIP-Seq datasets (GSM1305863) (53) from differentiated MC3T3 cells (mouse preosteoblast cell line) and examining RUNX2 binding near *Cartpt* (±12 kbp of TSS), we discovered 2 genomic loci with RUNX2 binding at 2.5 kbp (proximal site) and 10 kbp (distal site) upstream of the *Cartpt* promoter (Figure 5A). Transcription factor binding motif (TFBM) analysis further identified the consensus motif (TGNGGTT) of the RUNX family at the distal site (54). Furthermore, the analyses of the published active enhancer histone marks H3K4me1 and H3K27Ac ChIP-Seq datasets (GEO GSE54782) (52) in differentiated IDGSW3 cells showed strong enrichment at these distal binding sites (Figure 5A). Both TFBM and H3K4me1/H3K27Ac ChIP-Seq analyses supported that the RUNX2 binding at these distal sites could be a potential enhancer poised to activate *Cartpt* transcription that is actively repressed by H3K9me3 enrichment and ATRX recruitment during normal skeletal development.

To further test this hypothesis, we performed ATRX/RUNX2 ChIP-qPCRs in MC3T3 cells to validate the protein-DNA interactions. MC3T3 exhibits low levels of *Cartpt* in the undifferentiated state (Supplemental Table 1), which acts as an ideal cell model for examining the effects of *Atrx* silencing on *Cartpt* induction. We first examined whether siRNA-mediated *Atrx* knockdown induced *Cartpt* expression in MC3T3 (Figure 5, B and C). By knocking down *Atrx*, we observed a dose-dependent increase on *Cartpt* expression when differentiating in osteogenic media (Figure 5C). The results confirmed that we were able to recapitulate the in vivo induction of *Cartpt* expression by transient *Atrx* knockdown in vitro. By conducting ATRX ChIP-qPCR (Figure 5, D–F), we identified a significant enrichment of ATRX signal at the “peak” (P2) region within the *Cartpt* promoter in undifferentiated (Figure 5E) but not in differentiated states (Figure 5F) compared with the negative control (*Rhbdf1* intron). The weaker level of ATRX signal was also measured at the “edge” (P1) in both undifferentiated and differentiated states, but the enrichment was not significant. In the RUNX2 ChIP-qPCR (Figure 5, G–I), we measured a strong enrichment of RUNX2 binding at the putative *Cartpt* enhancer (E2), similar to the level observed in the positive control at the *Ocn* promoter, in both undifferentiated (Figure 5H) and differentiated (Figure 5I) states. Differentiation into osteoblasts did not alter the magnitude of RUNX2 binding at the *Cartpt* enhancer in our MC3T3 model. This suggests that RUNX2 as a transcription factor poised for transactivation that requires active relief of repression by removal of ATRX. Collectively, the ChIP-qPCR data corroborates the gene regulatory mechanisms mediated by the ATRX and RUNX2 binding at the *Cartpt* promoter and the enhancer, respectively.

### Cartpt loss increases Rankl/Opg expression ratio in Atrx-cKO BMSCs.

We observed a decrease in *Rankl*/*Opg* expression ratio (Figure 2F) associated with induced *Cartpt* expression in the Atrx-cKO mice (Figure 3C). This led us to examine whether CART peptides were negative regulators for bone resorption through the regulation of *Rankl* and *Opg* expression. To examine the regulatory role of CART peptides in bone resorption, we knocked down *Cartpt* in the Atrx-cKO BMSCs to test the effects on the *Rankl*/*Opg* expression ratio. The *Cartpt* siRNA transfected BMSCs were subsequently differentiated in osteogenic media for 3 days. RT-qPCR experiments confirmed a successful *Cartpt* knockdown in both control and Atrx-cKO BMSCs (Figure 6A). In Atrx-cKO BMSCs transfected with control siRNA (siControl), *Rankl* expression was significantly decreased, while *Opg* was trending to increase compared with mock control BMSCs (Figure 6, B and C). This led to a reduced *Rankl/Opg* expression ratio in mock Atrx-cKO BMSCs (Figure 6D). Upon *Cartpt* knockdown, both *Rankl* and *Opg* expression showed increasing trends in Atrx-cKO BMSCs (Figure 6, B and C). The combined effects on *Rankl/Opg* expression ratios were significantly upregulated after knocking down *Cartpt* (Figure 6D). Control BMSCs did not show any significant changes in *Rankl*, *Opg*, and *Rankl/Opg* ratio (Figure 6, B–D). To further confirm these findings, we generated *Cartpt*-knockout BMSCs by CRISPR-prime editing in Atrx-cKO BMSCs. With high efficiency in *Cartpt* deletion (Figure 6E), *Rankl* showed an increasing trend while *Opg* expression revealed a decreasing trend in Atrx-cKO BMSCs (Figure 6, F and G). Together, these led to an increased *Rankl/Opg* expression ratio in Atrx-cKO BMSCs (Figure 6H), similar to the observation in siRNA-mediated *Cartpt* knockdown conditions (Figure 6D). These results suggest that *Cartpt* loss in Atrx-cKO BMSCs results in an increased *Rankl/Opg* expression ratio. Finally, we generated founder mice of *Cartpt* knockout in the background of Atrx-cKO by CRISPR/Cas9 to further study the epistatic interaction of ATRX and CARTPT on bone mass. Based on micro-CT analysis on these founder mice, *Cartpt* deletion showed a trend toward to decreased trabecular bone volume in femurs in a dosage-dependent manner (biallelic showed a greater reduction of bone mass compared with monoallelic *Cartpt* deletion) (Supplemental Figure 11). Collectively, our study of a *Osterix*-*Cre*–driven *Atrx* deletion mouse model demonstrates that ATRX actively suppresses *Cartpt* expression in osteoblasts during physiological bone development by regulating bone resorption via modulating the *Rankl*/*Opg* expression ratio.

## Discussion

In this study, we show that postnatal deletion of *Atrx* in preosteoblasts increases trabecular bone by impairing osteoclast differentiation which is accompanied by reduced *Rankl/Opg* expression ratio. We further show that specific *Atrx* deletion induces high levels of *Cartpt* expression in osteoblasts. However, *Atrx* deletion in preosteoblasts does not alter *Cartpt* expression in hypothalamus. Importantly, we confirm that these *Cartpt*-expressing cells overlap with GFP-positive osteolineage cells harboring *Atrx* deletion, indicating that *Atrx* deletion specifically leads to the *Cartpt* induction in a cell-specific fashion, although CART peptides could also work in paracrine and/or endocrine fashion. Mechanistically, deleting *Atrx* in osteoblasts displaces the binding of ATRX in the *Cartpt* promoter region. This ATRX binding along with H3K9me3 modification in silico at the *Cartpt* promoter would be consistent with its inhibition of aberrant expression of *Cartpt*. As a putative distal enhancer is occupied by RUNX2, *Cartpt* would require active repression given it is poised for expression in osteoblastic cells. Lastly, *Cartpt* loss by siRNA and CRISPR-prime editing in *Atrx* cKO BMSCs increases the *Rankl/Opg* expression ratio, confirming the role of CART peptides in regulating bone resorption. Together, we demonstrated a potent regulation of bone resorption mediated by ATRX and its transcriptional regulation on *Cartpt*.

Based on bone micro-CT analysis, we discovered that *Atrx* loss increases trabecular bone but not cortical bone in both male and female mice (Figure 1B, Supplemental Figure 2, Supplemental Figure 4, and Supplemental Figure 5). This discrepancy could be attributed to a more active bone remodeling in trabecular bone (55), where osteoblasts and osteoclasts actively differentiate. During early osteoblast differentiation, RUNX2 governs the differentiation of preosteoblasts into mature osteoblasts. In osteoblastic lineage cells, upon the depletion of *Atrx* at the promoter region of *Cartpt*, the binding of RUNX2 at the distal enhancer of *Cartpt* could drive its expression and result in the accumulation of CART peptides in the trabecular bone (Figure 4A). Ultimately, the accumulation of CART peptides in bone cells would inhibit osteoclastogenesis in the trabecular bone. Together, the differential expression of *Cartpt* and its role in suppressing bone resorption led to varied phenotypes in 2 different bone compartments.

The gene ontology analyses of the downregulated gene sets show significant enrichment in negative regulation of osteoblast differentiation (Supplemental Figure 8B), indicating potential impact of Atrx conditional deletion on osteoblast. RT-qPCR experiments further showed increasing trends in *Runx2*, *Col1a1*, and *Ocn* expression in Atrx-cKO mice (Supplemental Figure 9, A–C). Although the transcriptomic characteristics favor osteoblast differentiation in the context of *Atrx* deletion, the osteoblast mineralization assays did not show effects on mineralization (Supplemental Figure 9, D and E). Together, these results may suggest a more complex but subtle effect of ATRX on osteoblast differentiation.

Several transcription factors, including AP2, SP1, and CREB, have been found to bind to the *Cartpt* promoter and regulate *Cartpt* expression in neuronal cells (23, 34). However, it is unclear how *Cartpt* is regulated and silenced in bone cells. In our study, we discovered unique ATRX binding to the *Cartpt* promoter (Figure 5), which functions as a transcriptional repressor for *Cartpt* expression. The ATRX cobinding with DAXX at the CMV promoter has been reported by Newhart et al. (56). They showed that *ATRX* deletion robustly induced CMV-mediated transgene expression, suggesting a transcriptional repressive role of ATRX in gene regulation. Consistent with their finding, we observed a drastic increase of *Cartpt* expression in the bone of Atrx-cKO models from normally undetectable levels. The precise molecular mechanism by which ATRX suppresses *Cartpt* expression remains unclear. One possible mechanism is that ATRX recruits additional bone-specific repressors to the regulatory regions of *Cartpt*, preventing aberrant *Cartpt* expression in the bone. As ATRX binding to *cis*-regulatory elements is linked to alterations in chromatin status (57), ATRX could alternatively form a complex with other epigenetics regulators to remodel local chromatin status near *Cartpt* during osteoblast differentiation. In our study, we show the enrichment of ATRX in the promoter region of *Cartpt* (Figure 5, E and F). With ATRX occupancy and H3K9me3 modification observed in published ChIP-Seq datasets (Figure 5A), *Cartpt* remains silenced in the osteoblastic cells in a physiological context. Since ATRX has also been reported to modulate higher-order chromatin interactions with cohesin and CTCF (CCCTC-binding factor) (49, 58, 59), it is also possible that loss of ATRX disrupts chromatin looping and results in changes in expression of genes (such as *Cartpt*) in *cis* or *trans*. Further studies into the molecular mechanism of ATRX, as a transcriptional repressor, in modulating *Cartpt* expression will provide additional mechanistic insights into cell-type/tissue-specific and universal gene regulation of ATRX.

CART peptides have been reported to play an important role in bone resorption. *Cartpt^–/–^* mice display a low bone mass phenotype resulting from increased *Rankl* expression and osteoclast number (31). Additionally, peripheral overexpression of *Cartpt* driven by the *Col1a1* promoter (Col1a1-Cartpt) rescues the low bone mass phenotype of *Cartpt^–/–^* mice (43). Consistent with these findings, we discovered decreased osteoclast differentiation and reduced *Rankl/Opg* expression ratio resulted in increased bone mass in the context of *Atrx* deletion–mediated *Cartpt* activation (Figure 1 and Figure 2). Moreover, *Cartpt* loss rescued the low *Rankl/Opg* expression ratio in Atrx-cKO BMSCs (Figure 6). Consistent with this in vitro study, *Cartpt* deletion in Atrx-cKO mice showed a trend toward decreased trabecular bone volume in femurs in a dosage-dependent manner from the founders (Supplemental Figure 11). Collectively, our data corroborate the role of CART peptides in regulation of osteoclast differentiation, and, for the first time, to our knowledge, we demonstrate ATRX as an upstream regulator of *Cartpt* in osteoblasts.

Our current discovery of ATRX-CART peptide function in bone remodeling raises interesting questions for future directions. As 1.5-year-old Atrx -cKO male mice showed high bone mass (Supplemental Figure 3), would the female mice also be protected against bone loss with aging? This may point to a regulatory mechanism that is important in designing treatment of osteoporosis. Extensive future studies on osteoporosis using ovariectomy (OVX) models are required to study the underlying mechanisms. In addition, what are the potential cell populations responding to CART peptides that further modulate the expression of *Rankl/Opg*? Several studies have suggested G-protein–coupled receptor coupled to inhibitory G protein (Gi/o) as the receptor of CART peptides (60, 61). However, the actual receptors for CART peptides are still unknown. Other effects of ATRX on regulating the potential downstream mediators of CART peptides, such as at the receptor level, are also unknown. Future studies are warranted to identify the actual receptors of CART peptides for better determining the downstream pathway of CART peptides and further developing antagonists and agonists for future studies and the therapeutic purpose of regulating the bone remodeling.

## Methods

### Sex as a biological variable.

Our study examined both male and female mice, and similar findings were reported for both sexes. As the individuals affected by ATR-X syndrome are almost exclusively males, our study focuses more on male mice.

### Mice.

*Atrx*-floxed mice (62) were provided by Jason Huse at University of Texas MD Anderson Cancer Center (Houston, Texas, USA). To generate osteoblast progenitor-specific *Atrx*-knockout mice, *Osterix-Cre* transgenic (B6.Cg-Tg[Sp7-tTA,tetO-EGFP/cre]1Amc/J; Jackson Laboratory, 0063631) mice (47) were crossed with *Atrx*-floxed mice. The mice were maintained under doxycycline treatment to suppress Cre-mediated recombination from conception until 3 weeks of age. Biallelic or monoallelic *Cartpt*-knockout mice were generated by CRISPR/Cas9 gene targeting (guide sequence: CTCGTGGGACGCATCATCCA) in the background of *Atrx*-cKO. PCR genotyping was performed from ear-derived genomic DNA. For genotyping *Atrx*, the band size of WT and floxed are 1.0 kb and 1.5 kb, respectively (50); for *Cre*, the size is 198 bp (Jackson Laboratory). Eight-week-old tibias were collected for RT-PCR for Atrx expression analysis in bone (20). Primer sequences are listed in Supplemental Table 2.

### Cell culture.

The mouse preosteoblast cell line MC3T3 (MC3T3-E1) was purchased from ATCC. The cells were maintained in α-MEM supplemented with 10% fetal bovine serum, 1% l-glutamine, and 1% penicillin and streptomycin. To induce osteogenic differentiation, cells were cultured in osteogenic media: a complete α-MEM added to 500 μM ascorbic acid (Sigma-Aldrich) and 5 mM β-glycerophosphate (Sigma-Aldrich). Media were replaced every other day. The complete differentiation days are described in Results.

To generate BMSCs, bone marrow cells were isolated from tibia and femur of 8-week-old mice and cultured in complete α-MEM. Media was replaced every other day to remove nonadherent cells. After 1 week, the attached cells were characterized as BMSCs for subsequent osteoclast differentiation assays. For osteoclast differentiation, BMSCs were seeded in plates. On the next day, BMSCs were cocultured with splenocytes (the seeding ratio of BMSCs to splenocytes is 1:10) in complete α-MEM supplemented with 10 nM vitamin D3 (Enzo Life Science) for 4–5 days. For splenocyte isolation, a fresh whole spleen was dissected from 1 *Atrx^fl/y^* mouse and placed into a cell strainer. With the plunger end of a syringe, the spleen was mashed and pressed through the strainer. Splenocytes were washed and resuspended in PBS. After 5-minute centrifugation at 300*g*, splenocytes were resuspended in α-MEM. TRAP staining was performed using the Acid Phosphatase Leukocyte Kit (Sigma-Aldrich) according to the manufacturer’s instructions. Osteoclast differentiation was evaluated by quantifying the area and the number of TRAP-positive multinucleated cells by ImageJ software (NIH). For osteoblast differentiation, BMSCs were differentiated in osteogenic media as described above. After 21 days, the cells were fixed in 4% paraformaldehyde and subjected to alizarin red S staining (Sigma-Aldrich). The alizarin red S concentration was determined by absorbance measurement at 562 nm.

### siRNA-mediated knockdown.

MC3T3 or BMSCs were seeded in plates. The following day, cells were transfected with siControl (siGENOME Non-Targeting Control siRNA Pool 1; Dharmacon), siAtrx (siGENOME Mouse Atrx siRNA pool; Dharmacon), or siCartpt (siGENOME Mouse Cartpt siRNA pool; Dharmacon) using lipofectamine RNAiMAX (Thermo Fisher Scientific) according to the manufacturer’s instructions. The siRNA concentration is indicated in Results.

### Generation of Cartpt-knockout BMSCs by prime editing.

An in-frame stop codon TAG was designed to insert in the exon 1 of *Cartpt* by the prime editor. The spacer and extension templates of the prime editing guide RNA (pegRNA) were designed by PrimeDesign (https://github.com/pinellolab/PrimeDesign). The pegRNA was cloned into the pU6-pegRNA-GG-acceptor vector (Addgene, 132777) based on the protocol published by Anzalone et al. (63). To generate the *Cartpt*-knockout BMSCs, cells seeded in a 6-well plate were transfected with 1 μg of the pegRNA plasmid and 0.5 μg of pCMV-PE2-GFP (Addgene, 132776) using Xfect Transfection Reagent (Clontech Laboratories). The transfection mixture for each well was prepared in 1.5 μl Xfect Polymer and 100 μl Xfect Reaction Buffer according to the manufacturer’s instructions. Media was replaced 4 hours after transfection. After overnight incubation, the transfected cells were treated with osteogenic media. The cells were further grown for 72 hours and harvested for *Cartpt* knockout validation and *Rankl*/*Opg* expression analysis by RT-qPCR. The sequences of the pegRNA are listed in Supplemental Table 2.

### Gene expression analysis by RT-qPCR.

Total RNA was extracted with TRIzol (Thermo Fisher Scientific). iScript Reverse Transcription Supermix (Bio-Rad) was used for complementary DNA synthesis according to the manufacturer’s instructions. RNA expression was analyzed by qPCR with SYBR Green I reagent (Roche). *B2m* (β2 microglobulin) was used as a reference gene for normalization. Primer sequences are listed in Supplemental Table 2.

### Radiograph imaging, skeletal analysis, and bone histomorphometry.

X-ray radiography was performed with the Kubtec XPERT80 system. Eight-week-old spines and femurs were collected for quantification of trabecular and cortical bone parameters by micro-CT (Scanco Micro-CT40 System). After they were micro-CT scanned, undecalcified femurs were subsequently embedded in plastic for sectioning. Trichrome and TRAP staining were performed for visualization of osteoblasts and osteoclasts, respectively. Calcein/alizarin red double labeling was used for dynamic histomorphometry. Parameters of bone formation and resorption were analyzed by the BIOQUANT Osteo Image Analysis System.

### Histology and immunostaining.

Femurs were dissected and fixed with 10% neutral buffered formalin for 48 hours with gentle shaking. The samples were decalcified using Immunocal Decalcifier (Statlab) for 48 hours, followed by paraffin embedding and then sectioning. For hypothalamus, tissues were fixed with 4% paraformaldehyde for 24 hours at 4°C and then subjected to paraffin embedding. For CART peptide IHC staining, after deparaffinization and rehydration, sections were treated with 0.05% trypsin followed by 3% hydrogen peroxide treatment. After further blocking with 5% normal goat serum, sections were incubated with rabbit anti-CART peptides (Phoenix Pharmaceuticals, H-003-62) overnight at 4°C according to the manufacturer’s instructions. The following day, anti-rabbit secondary antibody (Vectastain ABC system, Vector Laboratories) was applied, and signal was developed using 0.1% 3, 39-diamino-benzidine. For IF staining of GFP-Cre fusion protein and CART peptides, the sections were treated with 0.05% trypsin and then blocked with 3% normal serum for 1 hour. Slides were then incubated with primary antibodies (chicken anti-GFP antibody, abcam, ab13970; rabbit anti-CART peptides, Phoenix Pharmaceuticals, H-003-62) overnight at 4°C. The following day, sections were incubated with secondary antibody (goat anti-chicken secondary antibody conjugated to Alexa Flour 488, Invitrogen, A11039; donkey anti-rabbit secondary antibody conjugated to Alexa Flour 594, Invitrogen, A21207) for 1 hour. The slides were mounted with ProLong Gold Antifade Reagent with DAPI (Invitrogen). All immunostaining images were taken using a Zeiss Axioskop40 microscope (Axiovision Software).

### CART peptides level by ELISA.

Blood samples were collected from 8-week-old and 1.5-year-old mice by orbital-sinus bleeding under anesthesia before euthanasia. Serum was separated by centrifuge in the tube with serum separator (BD Microtainer) and stored at –80°C. The assay was performed using the RayBio CART Enzyme Immunoassay Kit (RayBiotech) according to the manufacturer’s instructions.

### RNA-Seq and analysis.

Snap-frozen tibias and hypothalamus were pulverized using Tissuelyser II (QIAGEN). Total RNA was extracted using cold chloroform and precipitated in cold ethanol. RNA samples were further purified with the Direct-zol RNA Kit (Zymo Research). RNA quality and quantity were measured by Bioanalyzer (Agilent Technologies). Library preparation, sequencing with Illumina HiSeq (150-bp paired-end reads), and differential gene expression analysis were performed by GENEWIZ. Gene expression data were normalized per million transcripts (transcripts per million [TPM]). Gene ontology (biological process) analysis was conducted using Enrichr (64). Twenty-three DEGs are listed in Supplemental Table 3.

### ChIP, ChIP-qPCR and ChIP-seq analysis.

MC3T3 cells were fixed with 1% formaldehyde (final concentration) in α-MEM. Fragmented chromatin was prepared with the SimpleChIP Enzymatic Chromatin IP Kit (Cell Signaling Technology) according to the manufacturer’s instructions. ChIPs were performed with rabbit anti-ATRX (abcam, ab97508), rabbit anti-RUNX2 (abcam, ab236639), and normal rabbit IgG (negative control, Cell Signaling Technologies, 2729) for overnight incubation at 4°C. Immunoprecipitated DNA was quantified by qPCR using SYBR Green I Reagent (Roche). Primer sequences are listed in Supplemental Table 2.

Public ATRX, RUNX2, H3K4me1, H3K27Ac, and H3K9me3 ChIP-Seq datasets and peak calling score were downloaded from the NCBI database: ATRX ChIP-seq in mouse neuroepithelial progenitors (NPCs) (GEO GSE100462) (50); RUNX2 ChIP-seq in MC3T3 cells (GEO GSM1305864 and GSM1305865) (53); H3K4me1, H3K27Ac, and H3K9me3ChIP-seqs in IDGSW3 cells (GEO GSM1323923, GSM1323926, and GSE54782) (52). The Integrative Genomics Viewer (IGV) was used to visualize the enrichment of ATRX, RUNX2, H3K4me1, and H3K27Ac near *Cartpt*. The TSS and promoter of *Cartpt* were defined based on the characterization from the ENCODE project (51). Data were represented as read density in reads normalized to 10^8^.

### Statistics.

All data are presented as means with ± SD. The statistical methods and significance criteria are listed in Results. Analyses involving 2 groups with replicates were subjected to unpaired, 2-tailed Student’s *t* test. Comparisons among multiple groups were performed by 2-way ANOVA test. GraphPad Prism, version 6.0, was used for all statistical analysis.

### Data availability.

RNA-Seq data files were deposited in the NCBI’s Gene Expression Omnibus (GEO GSE273097). The full unedited gel image for Supplemental Figure 1 is included in the Supplemental Material. Representative images of secondary antibody controls for IHC and IF staining are shown in Supplemental Figures 12 and 14, respectively. Representative images of ATRX IHC staining in trabecular and cortical bone compartments in *Atrx*^fl/y^ mice are shown in Supplemental Figure 13. Primer sequences are listed in Supplemental Table 2. A list of 23 DEGs are included in Supplemental Table 3. Values for all data points in graphs are reported in the Supporting Data Values file.

### Study approval.

All animal care and experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of Baylor College of Medicine, and experiments were performed in compliance with the Baylor College of Medicine Animal Protocol AN5136.

## Author contributions

YTC, YB, and BHL conceived and designed the study. YTC, MMJ, CL, MA, CFM, BI, UP, GH, ZJ, DGL, LL, BD, YCE, OER, RJG, and JDH conducted the experiments. YTC analyzed data. YTC wrote the manuscript. YTC, YB, and BHL reviewed and edited the manuscript with input from all authors. BHL acquired funding. YB and BHL supervised the project.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
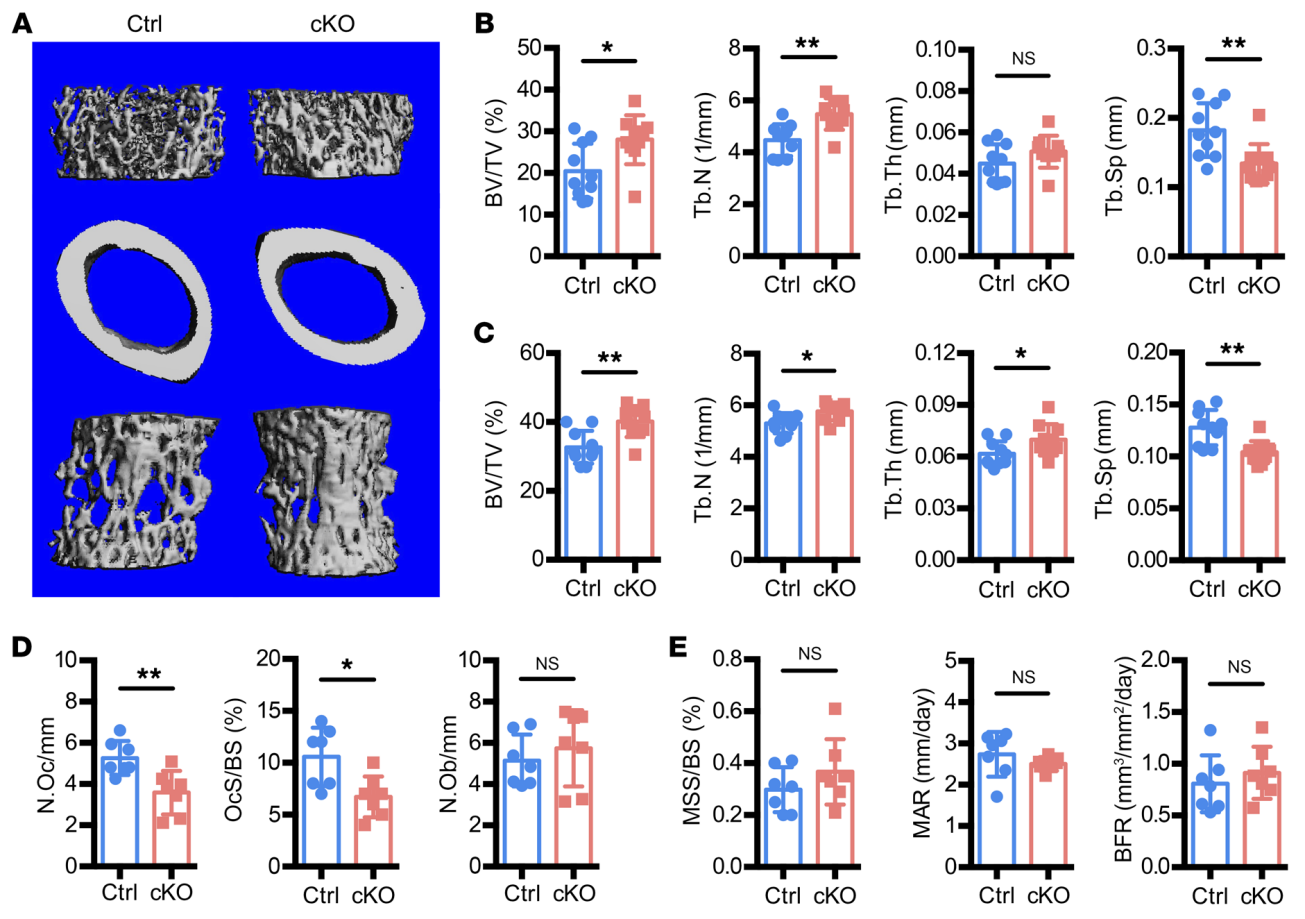
Deletion of *Atrx* in preosteoblasts causes increased trabecular bone mass. (**A**) Representative micro-CT images of control (Ctrl) and Atrx-cKO (cKO) mice at 8 weeks old. Top, trabecular bone at the distal femurs; middle, cortical bone at the midshaft femurs; bottom, trabecular bone at the fourth lumbar vertebrae. (**B** and **C**) Parameters of trabecular (BV/TV, Tb.N, Tb.Th, Tb.Sp) and cortical microarchitecture (Ct.Th) were analyzed in (**B**) femurs and (**C**) vertebrae of 8-week-old male mice. (**D**) Histomorphometric analysis of femurs in control and Atrx-cKO mice. (**E**) Dynamic histomorphometry analysis by calcein/alizarin red double labeling. BFR/BS, bone formation rate in control and Atrx-cKO mice. *n* = 7 per group. Data are represented as means with ± SD. Student’s *t* test. *P < 0.05; **P < 0.01.

**Figure 2:**
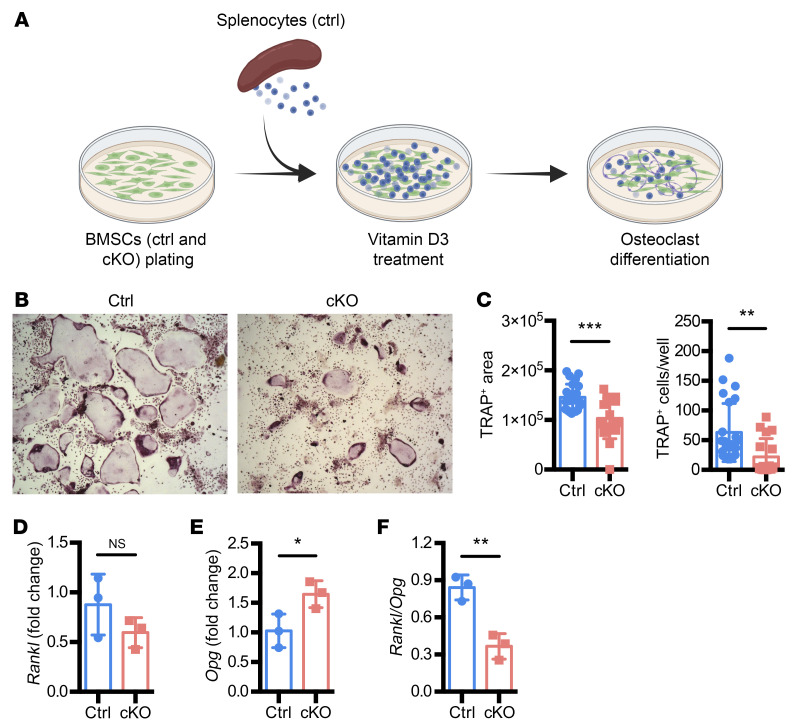
*Atrx* deletion in preosteoblast decreases osteoclast differentiation that is associated with reduced *Rankl/Opg* expression ratio in BMSCs. (**A**) Schematic illustration of in vitro osteoclast differentiation assay. Ctrl, cells isolated from 8-week-old Atrx^fl/y^ control mice; cKO, cells isolated from 8-week-old Atrx-cKO mice. (**B** and **C**) TRAP staining of multinucleated cells. Representative microscopic view of the cells after TRAP staining (**B**); quantification of TRAP-positive area and TRAP-positive cell number per well (**C**). Original magnification, ×5. *n* = 4 for *Atrx^fl/y^* control; *n* = 3 for Atrx-cKO. Six technical replicates were included in the quantification. (**D**–**F**) RT-qPCR results of *Rankl* (**D**), *Opg* (**E**), and *Rankl/Opg* ratio (**F**) in BMSCs from control and Atrx-cKO mice. *n* = 3 per group. Data are presented as means with ± SD. Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.005.

**Figure 3:**
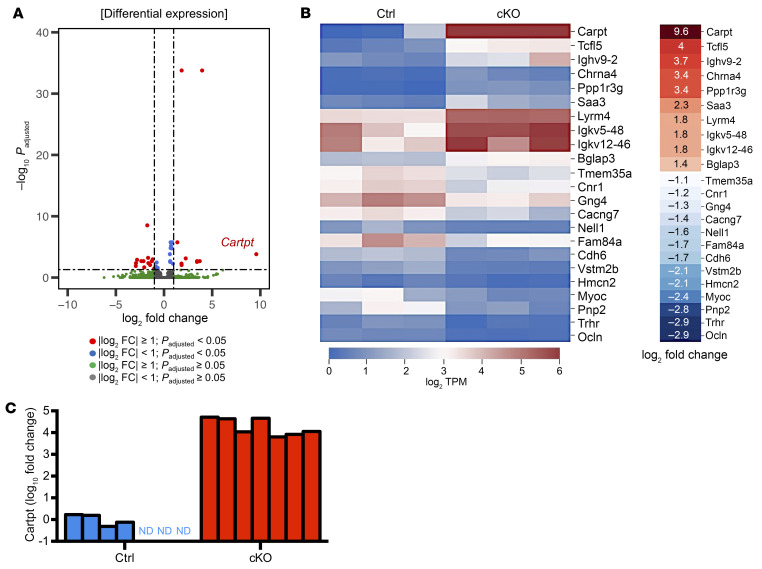
RNA-Seq analysis reveals *Cartpt* upregulation in Atrx-cKO mice. (**A**) Volcano plot of all DEGs identified from the DEG analysis with the thresholds of log_2_-fold change (FC) = 1 and *P_adjust_* value < 0.05. *Cartpt* showed high levels of expression with log_2_-FC = 9.6 and *P_adjust_* value < 0.0005. *n* = 3 per group. (**B**) Heatmap of all upregulated and downregulated DEGs color coded by log_2_ TPM and ranked by the log_2_ FC between the Atrx-cKO and control group. *n* = 3 per group. (**C**) RT-qPCR confirmation of RNA-Seq results for *Cartpt*. *n* = 7 per group. ND, not detected.

**Figure 4:**
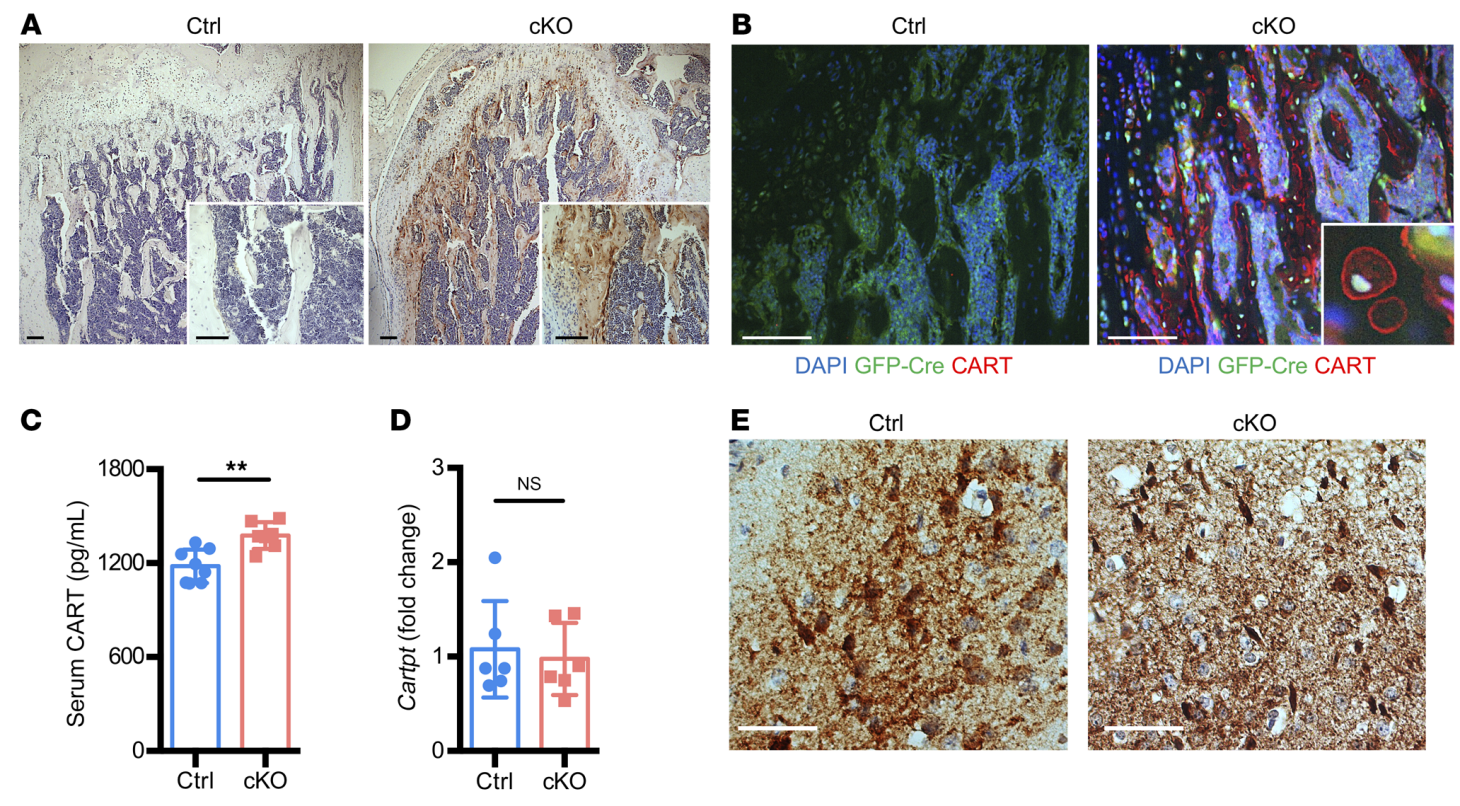
*Cartpt* is highly expressed in the osteoblastic lineage cells of Atrx-cKO mice. (**A** and **B**) (**A**) Images of CART peptides IHC staining in femurs at 8 weeks of age. High-magnification images are shown in white boxes on the bottom right. Scale bars: 100 μm. (**B**) IF stains for GFP-Cre fusion protein (green) and CART peptides (red) at 8 weeks of age in the control and Atrx-cKO. High-magnification image of CART-positive cells in Atrx-cKO is shown in white boxes on the bottom right. Scale bars: 50 μm. CART, CART peptides. (**C**) ELISA of serum CART peptides at 8 weeks of age. *n* = 8 for control; *n* = 7 for Atrx-cKO. (**D**) RT-qPCR results of *Cartpt* expression in hypothalamus. *n* = 6 per group. (**E**) CART peptides IHC staining in hypothalamus at 8 weeks of age. Scale bars: 100 μm. Data are represented as means with ± SD. Student’s *t* test. **P < 0.01. Representative images of *n* = 3 per group are shown.

**Figure 5:**
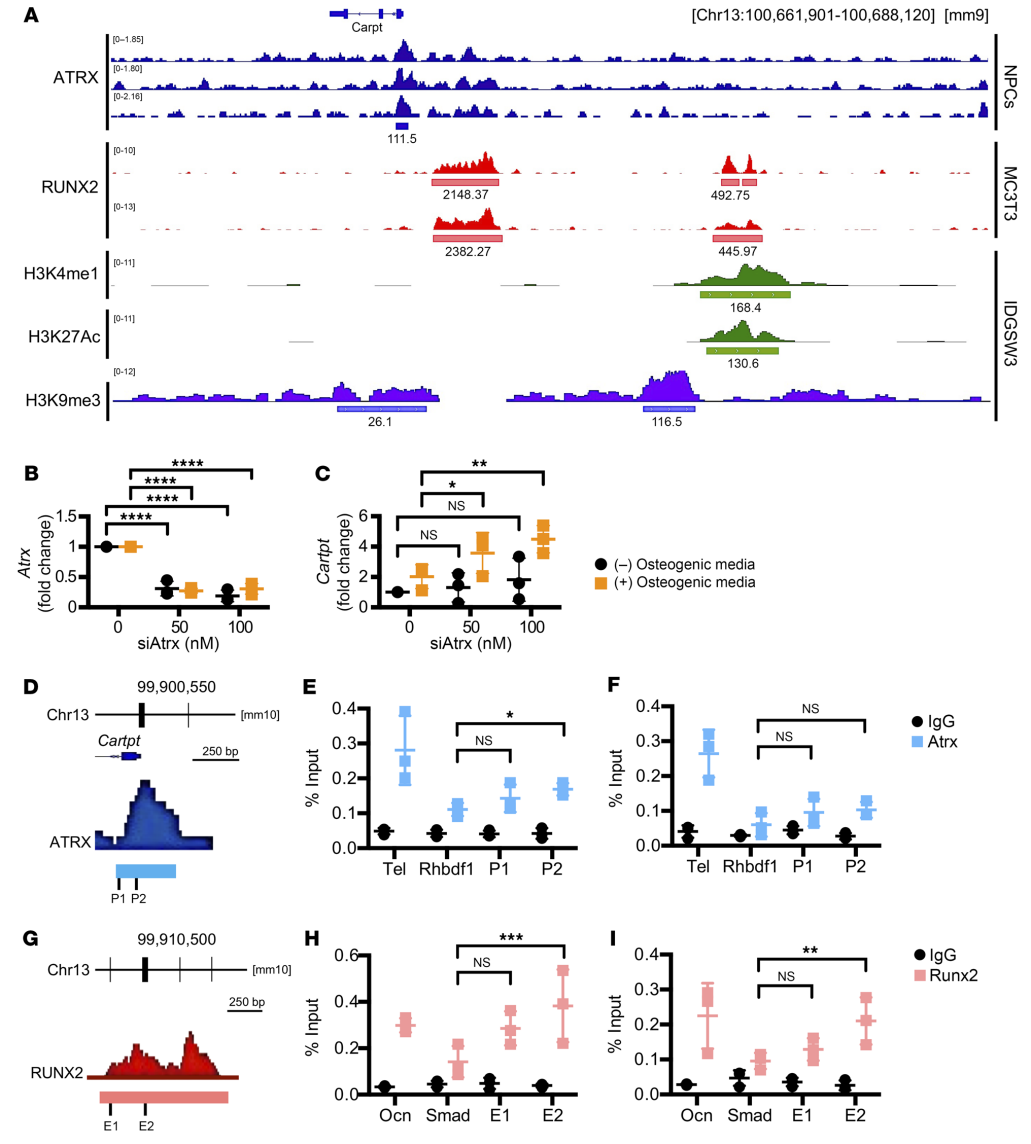
ATRX and RUNX2 bind to the regulatory regions of *Cartpt*. (**A**) Genome browser representations of published ATRX, RUNX2, H3K4me1, H3K27Ac, and H3K9me3 ChIP-Seqs near *Cartpt*. ATRX, ATRX ChIP-Seq in mouse NPCs. RUNX2, RUNX2 ChIP-Seq in differentiated MC3T3 cells. H3K4me1/H3K27Ac/H3K9me3, H3K4me1, H3K27Ac, and H3K9me3 ChIP-Seqs in IDGSW3 cells. Data represented as read density in reads normalized to 10^8^. Blue, pink, and green boxes indicate peak regions. The peak score under each color box was based on peak calling analysis. (**B** and **C**) RT-qPCR results of *Atrx* (**B**) and *Cartpt* (**C**) expression in MC3T3 cells transfected with 100 nM siControl (shown as 0 nM) or siAtrx (shown as 50 nM and 100 nM). Black, cells at the undifferentiated state; orange, cell differentiating for 3 days in osteogenic media. *n* = 3 per group. Data are presented as means with ± SD. Two-way ANOVA. *P < 0.05; **P < 0.01; ****P < 0.001. (**D**–**F**) ATRX ChIP-qPCR in MC3T3 cells. Primer design at the edge (P1) or peak (P2) of the ATRX binding near the *Cartpt* promoter region (**D**). ATRX ChIP-qPCR in MC3T3 cells at undifferentiated (**E**) and differentiated (**F**) (cell differentiating for 5 days) state. Tel, positive control of ATRX bindings at telomere; Rhbdf1, negative control of ATRX bindings at the *Rhbdf1* intron region. *n* = 3 per group. (**G**–**I**) RUNX2 ChIP-qPCR in MC3T3 cells. Primer design at the edge (E1) or peak (E2) of the RUNX2 binding 10 kbp upstream of the *Cartpt* promoter (**G**). RUNX2 ChIP-qPCR in MC3T3 cells at undifferentiated (**H**) and differentiated (**I**) (cell differentiating for 5 days) state. Ocn, positive control of RUNX2 bindings at the *Ocn* promoter; Smad, negative control of RUNX2 bindings at the *Smad4* intron region. *n* = 3 per group. Data are represented as means with ± SD. Two-way ANOVA. *P < 0.05; **P < 0.01; ***P < 0.005.

**Figure 6:**
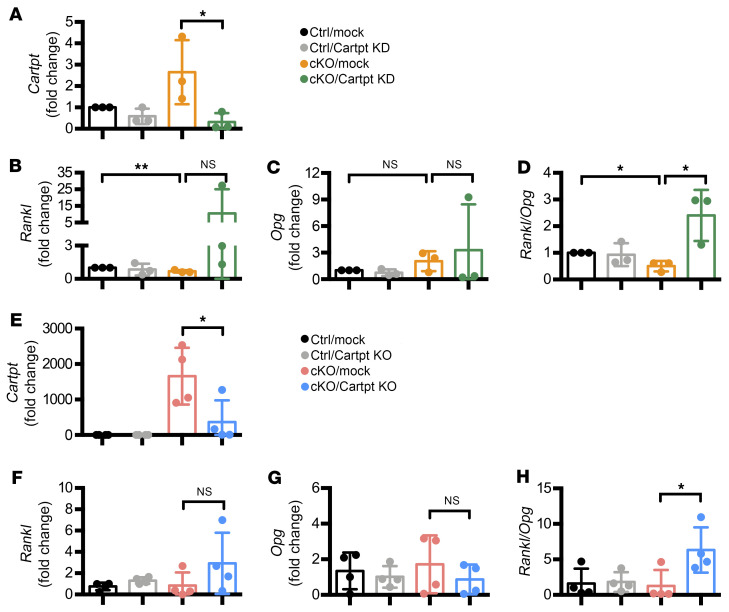
*Cartpt* loss increases *Rankl/Opg* ratio in Atrx-cKO BMSCs. (**A**–**D**) RT-qPCR results of *Cartpt* (**A**), *Rankl* (**B**), *Opg* (**C**), and *Rankl/Opg* ratio (**D**) in BMSCs isolated from control (Ctrl) and Atrx-cKO (cKO) mice. The cells were transfected with 10 nM siControl (mock) or 10 nM siCartpt (Cartpt KD). After overnight incubation, the cells were cultured in the osteogenic media for 3 days. *n* = 3 per group. (**E**–**H**) RT-qPCR results of *Cartpt* (**E**), *Rankl* (**F**), *Opg* (**G**), and *Rankl/Opg* (**H**) expression ratio in BMSCs isolated from Ctrl and cKO mice. The cells were transfected with 1 μg of the pegRNA plasmid (mock or Cartpt KO) and 0.5 μg of pCMV-PE2-GFP. The transfected cells were treated with osteogenic media for 3 days. *n* = 4 per group. Data are represented as means with ± SD. One-way ANOVA. *P < 0.05; **P < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

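RNA from the tibias of 3 Atrx-cKO and 3 control male mice at 8 weeks of age was sequenced. Library preparation, paired-end sequencing and the study's differential expression analysis were done by GENEWIZ, and the paper's text names no aligner, counting program, genome build or differential expression tool. The authors deposited 1 table of raw counts per library, with 55401 Ensembl gene identifiers and 5 summary entries in the form that htseq-count writes. The counts were used as deposited. The summary entries, of which reads on no feature are the largest at 51.6% to 52.4% of each table, were kept out of library sizes and tests. The paper expresses its data as TPM, which were not used here.

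Genotype and replicate were taken from the sample labels and the paper, and no library was left out. Genes were named and placed by GENCODE M21 on GRCm38, which matched 55141 identifiers and left 260 without a name. The authors' build is not known, and all coordinates are those of the annotation.

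Counts were fitted with edgeR 4.0.16 (TMM normalization, filterByExpr at its defaults, glmQLFit and glmQLFTest with genotype alone) in R 4.3.3. Standard errors given for edgeR were derived from the test, as the size of the log2 fold change over the square root of its F statistic. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, the study's thresholds. A fold change against a floor of 3 counts was used where every control was at or under that floor. The *Rankl*/*Opg* ratio was the log2 ratio of TMM-normalized CPM with 0.5 CPM added, compared by an exact two-sided permutation test. The 11 marker lists (osteoclast, osteoblast, osteocyte, chondrocyte, adipocyte, skeletal muscle, B cell, plasma cell, neutrophil, erythroid, Schwann cell and nerve) were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01. Neighboring genes were counted as pairs within 10 tested genes of each other, without immunoglobulin and T cell receptor segments, against 10000 random draws. In the DESeq2 fits the tested genes were those given an adjusted p, a definition settled after a first result over all genes with a fold change was seen. The minimum host density of the strand check, 1 count per exonic base, was likewise lowered from 30 after the data were seen.

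The genes named in the text were the 23 genes of Figure 3B, *Atrx*, the genes the study measured by RT-qPCR, *Sp7*, and up to 10 genes in each direction with the largest change among those that passed with groups that did not overlap. These choices, and the alternatives of normalization, filter, test, replicate block and left-out library, were fixed before the data were examined. Genes named outside this rule (*Mccc2*, *Pfdn5*, *Myg1*, *Aaas*, *Rpl30*, *D730044K07Rik*, *Bglap2*, *Gm36246*, *Espl1*, *Sp1* and the genes of the marker lists) were chosen after their values were seen, apart from the lists. DESeq2 1.42.0 served as the alternative test. A covariate for skeletal muscle, DESeq2 fits without each library and further gene sets for the neighbor count were added after the data were seen.

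The fits were tested on simulated counts for the 20636 genes with 200 changed. The edgeR fit recovered 176 of them with 5 false calls, and DESeq2 recovered 182 with 32 false calls. Calls there used the adjusted p alone, without the fold change threshold. Changes were planted only in genes above a minimum mean count, and each gene's spread was set by its expression alone. The rates therefore do not carry over to weakly expressed genes or to genes whose spread departs from that trend. With 3 libraries against 3, an exact permutation test cannot go below p = 0.1.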

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

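The edgeR and DESeq2 fits over all libraries were set before the data were examined. All other tests in this part were chosen after the results were seen. Besides the 23 genes of Figure 3B, the DESeq2 fit gave 14 genes an adjusted p under 0.05, 9 higher and 5 lower in Atrx-cKO. The paper does not discuss them, and their log2 fold changes were under its threshold of 1 in size. Of the 9, 6 lay within 10 tested genes of another called gene and were higher in all 3 Atrx-cKO libraries than in all 3 controls. In edgeR, none of the 6 passed.

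Of these, 3 lie beside *Sp7* (*Osterix*), whose regulatory sequence drives the transgene. *Pfdn5*, *Myg1* and *Aaas*, on chromosome 15 from 102326116 to 102350771, had log2 fold changes of 0.69, 0.73 and 0.79, and *Gm36246*, which lies between *Aaas* and *Sp7* from 102350827 to 102355139, was at 1.57 (unadjusted p = 0.0308, adjusted p = 0.992 in edgeR), with 0.241 ± 0.0431 CPM (SD, n = 3) in Atrx-cKO and 0.0777 ± 0.0516 (SD, n = 3) in control. *Sp7* itself was at -0.19 and *Espl1* and *Sp1*, on the far sides, were at 0.051 and 0.021. Among the 10 tested genes within 100 kb of *Sp7*, 3 were raised at an unadjusted p under 0.001, and a share of 0.000395 of all runs of 10 consecutive tested genes held as many (8 of 20232 overlapping runs, and 0 once these genes are set aside). The median of the 10 genes was 0.044, and a share of 0.271 of runs have one as high. A candidate explanation is that the transgene carries extra copies of a segment next to *Sp7*. An effect of *Atrx* loss on the segment was not tested and stays open, because all Atrx-cKO mice and no control carried the transgene.

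*Mccc2* (log2 fold change 0.84) is the gene next to *Cartpt*. The rise of *Cartpt* in CPM was 23.0 times the rise of *Mccc2*, which argues against transcription running on from *Mccc2* into *Cartpt* as the source. Whether presence of the transgene, and not loss of *Atrx*, raised *Cartpt* cannot be told apart in these libraries, since 0 of the 6 carried the transgene with intact *Atrx*. The paper reports *Cartpt* induction after *Atrx* knockdown in MC3T3 cells, an experiment not analysed here.

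*Rpl30* and *D730044K07Rik* had log2 fold changes of 0.69 and 0.64. They overlap on opposite strands, and genes inside another gene's exons on the opposite strand had a median read density of 0.952 of the host's over 43 pairs, with quartiles of 0.199 and 1.33 and 11 pairs under 0.2. The host needed more than 1 count per exonic base, a minimum lowered from 30, which left 1 pair (ratio 3.69), after that was seen. With a minimum of 3 the median was 1.02 over 18 pairs, 6 of them under 0.2. The sample labels call the libraries strand specific. Unstranded libraries counted by strand are a candidate explanation, under which the change of *D730044K07Rik* may be that of *Rpl30*, but it leaves the pairs with low ratios unexplained. No biological explanation was tested for this pair.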

How the results depend on the processing

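The 23 genes of Figure 3B kept their signs under the alternatives, which says nothing about stability, since the groups do not overlap in any of them and a sign could hardly change. For the calls, except where an alternative tests fewer genes or samples, the cause was not tested. TMM, RLE and upper quartile scaling each called the same number of genes, 3 higher and 0 lower. DESeq2's Wald test called 10 higher and 13 lower, with 37 genes at an adjusted p under 0.05 against 3 in edgeR. Without a filter, edgeR called 4 higher and 1 lower, with 10 genes at an adjusted p under 0.05. With at least 10 counts in every sample, which removes *Cartpt* from the test, 1 gene was higher and 1 gene had an adjusted p under 0.05. A test against a log2 fold change of 1 called 1 higher.

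Neither the sample labels nor the paper pairs the mice by replicate number. Same-numbered libraries deviated from their group means with correlations of -0.025, 0.062 and -0.071. These values show no shared deviation but cannot exclude that such mice shared a litter or were processed together. With the replicate block, 0 genes were called higher, 0 genes had an adjusted p under 0.05, and the log2 fold change of *Cartpt* was 9.80 (adjusted p = 0.126).

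Across the 6 edgeR fits that each left out 1 library, from 0 to 5 genes were called higher, from 0 to 1 lower, and from 0 to 5 had an adjusted p under 0.05. The 5 were called without control replicate 3, and 0 were called without Atrx-cKO replicate 1, Atrx-cKO replicate 2 or control replicate 2. The log2 fold change of *Cartpt* ran from 9.10 to 13.95, the highest without control replicate 3, where it is a fitted value and no bound. Its adjusted p over all alternatives ran from 3.73e-59 to 0.150. The *Rankl*/*Opg* log2 ratio ran from -0.87 to 0.023 and changed sign without Atrx-cKO replicate 2. *Opg* (*Tnfrsf11b*) ran from -0.098 to 0.50, and was at -0.091 in DESeq2 without the same library.

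The following were added after the data were seen. DESeq2 with the muscle covariate called 12 higher and 12 lower, with 43 genes at an adjusted p under 0.05. DESeq2 without Atrx-cKO replicates 1, 2 and 3 called 7, 9 and 11 higher and 14, 9 and 14 lower, with 40, 27 and 42 genes at an adjusted p under 0.05. DESeq2 without control replicates 1, 2 and 3 called 25, 8 and 12 higher and 48, 6 and 5 lower, with 516, 25 and 26 genes at an adjusted p under 0.05. *Atrx* was at 0.00084 in DESeq2 without Atrx-cKO replicate 1.

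Among the edgeR calls no pair of neighboring upregulated genes was found, with 1 pair (permutation p = 0.00960) without control replicate 3 and 0 in the other fits that left out 1 library. DESeq2 gave 2 pairs (permutation p = 0.0001, the smallest the draws can give) among its upregulated genes when positions were counted over the genes given an adjusted p. This definition replaced a first one, over all genes with a fold change, after that had been seen to give 1 pair (permutation p = 0.0114). The other DESeq2 counts below use the second definition. Of the added settings, DESeq2 with the muscle covariate gave 3 pairs, DESeq2 without Atrx-cKO replicates 2 and 3 gave 1 and 3, DESeq2 without control replicates 1, 2 and 3 gave 2, 2 and 3, and DESeq2 without Atrx-cKO replicate 1 gave 0. All genes DESeq2 gave an adjusted p under 0.05 held 7 pairs among the higher and 9 in either direction. The 50 and 100 genes with the lowest p held 13 and 17 pairs.

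The osteoclast and osteoblast lists, at median log2 fold changes of -0.28 and -0.26, passed with camera at its preset correlation but not with fry or an estimated correlation, which do not change the medians. Across fits without 1 library the osteoblast median ran from -0.45 to -0.15 and did not pass without control replicate 2 (-0.15). Medians that changed sign without 1 library ran from -0.37 to 0.13 for adipocyte, -0.56 to 0.35 for chondrocyte, -0.024 to 0.17 for Schwann cell and nerve, -0.12 to 0.048 for plasma cell, -0.071 to 0.37 for B cell, -0.17 to 0.62 for erythroid and -1.99 to 0.68 for skeletal muscle genes. Of the other changes for single genes and lists under alternatives set before the data were examined, 20 were weaker and 29 stronger, and of the added ones 81 were stronger. Weaker and stronger here mean only that the adjusted p crossed 0.05 relative to the main fit, with the sign kept. DESeq2 fits were set against the edgeR main fit, so these counts also reflect the change of test and not larger effects alone.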

Differences from the paper's values

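The paper reports 10 upregulated and 13 downregulated genes, 23 in all. In edgeR 3 were upregulated and 0 downregulated, 3 in all, with 423 genes lower at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2's Wald test gave 10, 13 and 23, and no other closed any of the 3 gaps. Of those added after seeing the values, DESeq2 with the muscle covariate gave 12 and 12, 20 of them in Figure 3B, and DESeq2 fits without 1 library called from 9 to 22 of the 23 genes. Without a filter, edgeR also called *Bglap3* and *Cdh6*. The paper's legend places the adjusted p of *Cartpt* under a stricter bound. The DESeq2 value of 0.000167 lies under it and the edgeR value of 0.0191 does not.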

Other observations

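The marker lists, the *Rankl*/*Opg* ratio and the edgeR fits of *Runx2*, *Col1a1*, *Bglap* and *B2m* were fixed earlier. So were the count of splits for edgeR and the placement of its upregulated genes. The other tests in this part were chosen after the results were seen. Of the 10 splits of the 6 libraries into 3 and 3, 2 gave as many edgeR calls as the real one, itself included, 2 as many DESeq2 calls and 5 as many genes with a DESeq2 adjusted p under 0.05. With 10 splits the share cannot fall under 0.1. The split that set Atrx-cKO replicate 1 and control replicates 1 and 3 against the rest gave 33 DESeq2 calls against 23 for the real split. Camera put 4 lists past its threshold, and 8 of the 10 splits gave as many.

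The 9 neighboring pairs among the genes DESeq2 called in either direction exceeded chance placement (permutation p = 0.0001, the smallest 10000 draws can give, with 0.426 pairs on average), but 3 of the 10 splits gave as many pairs. They lie on 3 chromosomes, which argues against 1 segment linked to the transgene as the whole source. For the edgeR calls a share of 1 of the draws held as many pairs, which is fixed by there being 0. The rise of *Ppp1r3g* was 4.86% of the rise of *Lyrm4* in CPM. The 3' ends of these neighbors face each other, and reads past the end of *Lyrm4* could make up so small a rise, but a change in *Ppp1r3g* itself cannot be told apart from it without the reads.

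Control replicate 3 stood apart on the first principal component, which held 32.1% of the variance, and 8 of the 10 skeletal muscle genes were highest there, with *Myh4* at 4630 CPM and *Acta1* at 2003 CPM. A candidate explanation is skeletal muscle in that sample. *Myh1* and *Myh2* were highest in Atrx-cKO replicate 1. The muscle list had a median log2 fold change of -1.51 over all libraries and 0.68 without control replicate 3.

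Immunoglobulin V segments had a median within-group SD of 0.90 on the log2 scale, against 0.40 for genes of like expression, and a share of 0.0001 of 10000 random lists was as high, the smallest the draws can give. Antibody repertoires that differ from mouse to mouse may account for the 3 segments among the upregulated genes. Of 148 segments tested, 81 were higher and 67 lower, 22 and 15 of them by at least a log2 change of 1.

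The paper measures *Rankl* and *Opg* in BMSCs. In tibias the log2 ratio was -1.51 ± 0.90 (SD, n = 3) in Atrx-cKO and -1.06 ± 0.31 (SD, n = 3) in control, a difference of -0.44 (exact two-sided permutation p = 0.5, where the smallest possible is 0.1). The paper's RT-qPCR in tibias, scaled to *B2m*, showed rising trends for *Runx2*, *Col1a1* and *Ocn*. In these libraries, scaled to library size, the log2 fold changes were -0.087 (standard error 0.13), -0.40 (standard error 0.21) and -0.21 (standard error 0.20, *Bglap*), with an adjusted p of 0.992 each in edgeR. In edgeR fits without 1 library they ran from -0.22 to -0.010, from -0.60 to -0.23 and from -0.39 to -0.058. *Col1a1* was lowest without control replicate 1, where its adjusted p was 0.129 in edgeR and 1.85e-07 in the DESeq2 fit added after the data were seen. *B2m* itself was at 0.26 (standard error 0.12, adjusted p = 0.992 in edgeR), and the RT-qPCR and the counts are not scaled to the same reference.

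With camera's preset correlation, median log2 fold changes and adjusted p values over 11 lists were -0.28 and 6.90e-06 for osteoclast genes (1 of 14 higher), -0.26 and 0.000113 for osteoblast genes (0 of 12 higher), -1.51 and 0.0255 for skeletal muscle genes and 0.19 and 0.0224 for neutrophil genes (10 of 10 higher). With fry the lowest adjusted p was 0.193 and with an estimated correlation 0.604, so none of the 4 held. The others did not pass, with adjusted p values of 0.0590 for osteocyte, 0.546 for chondrocyte, 0.499 for adipocyte, 0.0811 for B cell, 0.548 for plasma cell, 0.234 for erythroid and 0.155 for Schwann cell and nerve genes.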
